# Bacterial inducible expression of plant cell wall-binding protein YesO through conflict between *Glycine max* and saprophytic *Bacillus subtilis*

**DOI:** 10.1038/s41598-020-75359-0

**Published:** 2020-10-29

**Authors:** Haruka Sugiura, Ayumi Nagase, Sayoko Oiki, Bunzo Mikami, Daisuke Watanabe, Wataru Hashimoto

**Keywords:** Microbiology, Molecular biology, Structural biology

## Abstract

Saprophytic bacteria and plants compete for limited nutrient sources. *Bacillus subtilis* grows well on steamed soybeans *Glycine max* to produce the fermented food, *natto*. Here we focus on bacterial responses in conflict between *B. subtilis* and *G. max*. *B. subtilis* cells maintained high growth rates specifically on non-germinating, dead soybean seeds. On the other hand, viable soybean seeds with germinating capability attenuated the initial growth of *B. subtilis*. Thus, *B. subtilis* cells may trigger saprophytic growth in response to the physiological status of *G. max*. Scanning electron microscope observation indicated that *B. subtilis* cells on steamed soybeans undergo morphological changes to form apertures, demonstrating cell remodeling during saprophytic growth. Further, transcriptomic analysis of *B. subtilis* revealed upregulation of the gene cluster, *yesOPQR*, in colonies growing on steamed soybeans. Recombinant YesO protein, a putative, solute-binding protein for the ATP-binding cassette transporter system, exhibited an affinity for pectin-derived oligosaccharide from plant cell wall. The crystal structure of YesO, in complex with the pectin oligosaccharide, was determined at 1.58 Å resolution. This study expands our knowledge of defensive and offensive strategies in interspecies competition, which may be promising targets for crop protection and fermented food production.

## Introduction

Plant seeds, each consisting of an embryo, storage tissues, and protective outer coat, remain dormant, waiting for favorable environmental conditions for germination. Stored nutrient sources, such as carbohydrates, lipids, and proteins, are available to the germinating embryo, and also to seed microbiota, a community of bacteria and fungi surrounding the seeds^1,2^. Plants have evolved sophisticated mechanisms to prevent phytopathogen colonization and infection. However, once ungerminated seeds undergo senescence, decreased antimicrobial activity of dead seeds and, thus, increased accessibility to nutrients may permit microbial growth using seed decomposition products, i.e., saprophytic growth^3–5^. The molecular basis for recognition of seed physiological status is required to understand the competition between microorganisms and plants.

*Bacillus subtilis* is a Gram-positive, spore-forming, saprophytic bacterium ubiquitously isolated from soil, water, air, decaying plant materials, and fermented foods^6–9^. During production of *natto*, a traditional fermented soybean food in Japan, soybean seeds are soaked and steamed before inoculation with *B. subtilis*. This process, which kills seeds, is regarded as essential for enhancing *B. subtilis* growth. Therefore, *B. subtilis* cells growing on soybean seeds may be a useful model to study cell responses and molecular recognition at saprophytic growth onset. *B. subtilis* is widely used in emerging research fields as a Gram-positive model organism^10,11^; however, its physiological responses and behaviors on soybean seeds remain unclear.

Saprophytic growth requires nutrient uptake by decomposer organisms from decaying plant material. Bacterial ATP-binding cassette (ABC)-family transporters translocate a variety of substrates into cells, using energy from ATP hydrolysis^12–14^. A typical ABC transporter consists of three components: integral membrane proteins that form pores, nucleotide-binding proteins (NBPs) that bind and hydrolyze ATP, and solute-binding proteins (SBPs) that recognize and deliver target compounds into cells. SBPs are critical elements for substrate specificity and high affinity of ABC transporter systems^15–18^. For instance, a conformational change of SBP in pathogenic bacteria is critical for selective recognition and import of mammalian host glycosaminoglycans^19,20^.

Pathogenic and symbiotic microorganisms secrete numerous enzymes to penetrate and degrade plant cell walls to provide nutrition^21–25^. Thus, cell wall decomposition products are potential targets for saprophytic bacteria, which may use them to monitor plant physiological status. Primary plant cell walls consist of a cellulose-hemicellulose framework embedded in an inter-fibrillar matrix of pectins^26,27^. Complex and diverse pectic polysaccharides include homogalacturonan (HG), rhamnogalacturonan type I (RG-I), and rhamnogalacturonan type II (RG-II). HG is a linear polymer of α-1,4-linked galacturonic acid. RG-I is composed of a backbone, based on disaccharide-repeating units of rhamnose and galacturonic acid, with side chains of galactans, arabinans, and arabinogalactans. RG-II contains HG as a backbone, with complex side chains composed of a variety of sugars. Although studies on HG degradation have progressed^28–30^, bacterial decomposition of RG-I and RG-II has been reported in a limited number of papers so far^31–33^.

This report is the first on the competition between saprophytic *B. subtilis* and soybean *Glycine max* on the surfaces of soybean seeds. This article further focuses on the physiological and transcriptomic traits of *B. subtilis*, and provides structural insight into SBP-dependent recognition of RG-I-derived trisaccharide during the saprophytic growth.

## Results and discussion

### Growth of *B. subtilis* on live and dead soybeans

*Natto*, a traditional Japanese fermented food, is manufactured from steamed soybean seeds^7,9^. Saprophytic *B. subtilis* cells grow on dead soybeans, using decomposition products as nutrients. Steaming may cause not only loss of viability but also denaturation of proteins; it may alter other soybean components as well. Therefore, what exactly triggers saprophytic growth is an open question. Heat-related impacts to soybean components were reduced by adopting physiological senescence, induced at different temperatures, by prolonged seed storage. Six-month storage at 4 °C maintained viability, but six-month storage at an ambient temperature severely limited seed germination (Supplementary Fig. S1A). Thus, seeds stored under the former and the latter conditions were used as live and dead soybeans, respectively.

*Bacillus subtilis* cells were found to grow vigorously on non-germinating dead soybean seeds, but not on live seeds (Supplementary Video S1, Fig. 1A). Thus, seed germination and bacterial growth inhibition may be closely linked. We first discovered this phenomenon using *B. subtilis natto*-producing strain NBRC 16449^34^. Quantitative analysis of colony-forming units (CFUs) indicated that *B. subtilis* initially proliferated on both live and dead soybeans. However, growth attenuated specifically on live soybeans when bacterial cell numbers reached 10^6^ CFUs per seed (Fig. 1B). *B. subtilis* laboratory standard strain 168^35^ exhibited a similar growth profile on live and dead seeds (Fig. 1C). Thus, live soybeans can severely limit *B. subtilis* growth on their surfaces. Invading bacteria and germinating plant embryos may compete for nutrients in soybean seeds. *B. subtilis* cells gain access to seed nutrients when the seeds lose germination ability. *B. subtilis* growth on soybean seeds is a promising model for bacterial-plant interactions in seed microbiota.

**Figure 1:**
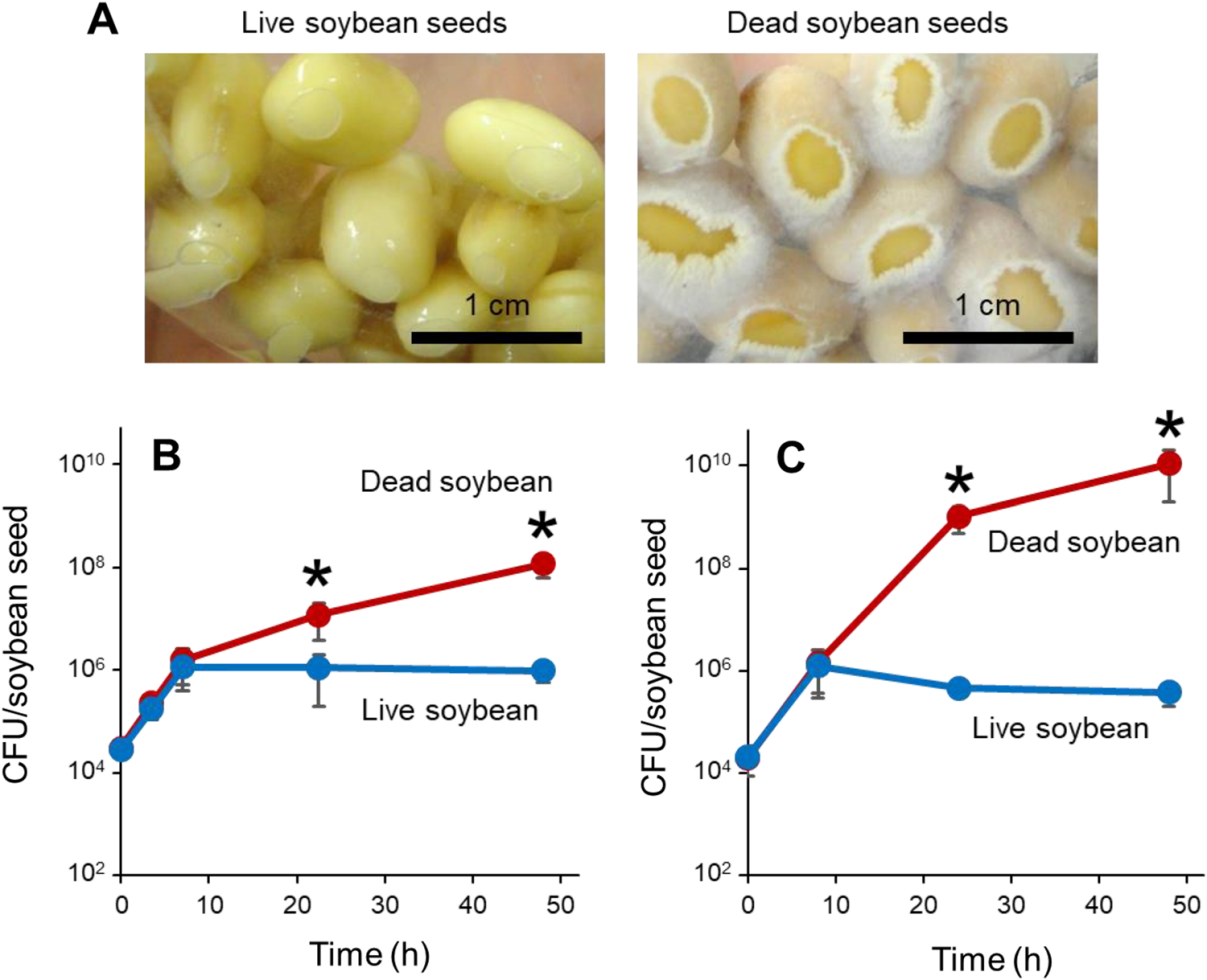
Saprophytic growth of *B. subtilis* on soybean surfaces. (**A**) Soybean seeds inoculated with *B. subtilis* NBRC 16449 cells at 24 h after inoculation. Live (left) or dead (right) soybeans were used. Bars, 1 cm. (**B**) Growth curves of *B. subtilis* NBRC 16449 cells on soybean seeds. (**C**) Growth curves of *B. subtilis* 168 cells on soybean seeds. Each data point represents the mean ± standard deviations (SD) from three independent experiments. Asterisks indicate significant differences from the data of live soybeans (*p* < 0.05; *t*-test)

### Morphological traits of *B. subtilis* during saprophytic growth

To understand the strategy of *B. subtilis* for saprophytic growth on dead soybeans during *natto* production, morphological and transcriptional responses were examined. Scanning electron microscope (SEM) analysis revealed cell morphological changes of *B. subtilis* NBRC 16449 during saprophytic growth on steamed seeds (Fig. 2A–C). The early logarithmic growth phase, 5 h after inoculation, was characterized by elongated, rod-shaped cells, 6–10 μm long. As the growth progressed, most cells displayed short-rod forms, approximately 2 μm long, with distinctive aperture-like structures (Fig. 2C). *B. subtilis* NBRC 16449 (Supplementary Fig. S2) and 168 (Fig. 2D–F) strains exhibited apertures on soybean seed-mimicking solid medium (Supplementary Fig. S1B). No apertures were observed in liquid medium (Fig. 2G–I), suggesting that a solid substrate is needed for this culture-specific response. Similar aperture-like structures are previously reported in *Clostridium sporogenes* during formation of endospores^36^. *B. subtilis* cell membranes are subject to engulfment during spore development under nutrient-depleted conditions^37,38^, and saprophytically growing *B. subtilis* may undergo similar morphological remodeling. How solid-state culture stimulates the starvation-triggered sporulation pathway is of great interest from a signal transduction viewpoint.

**Figure 2:**
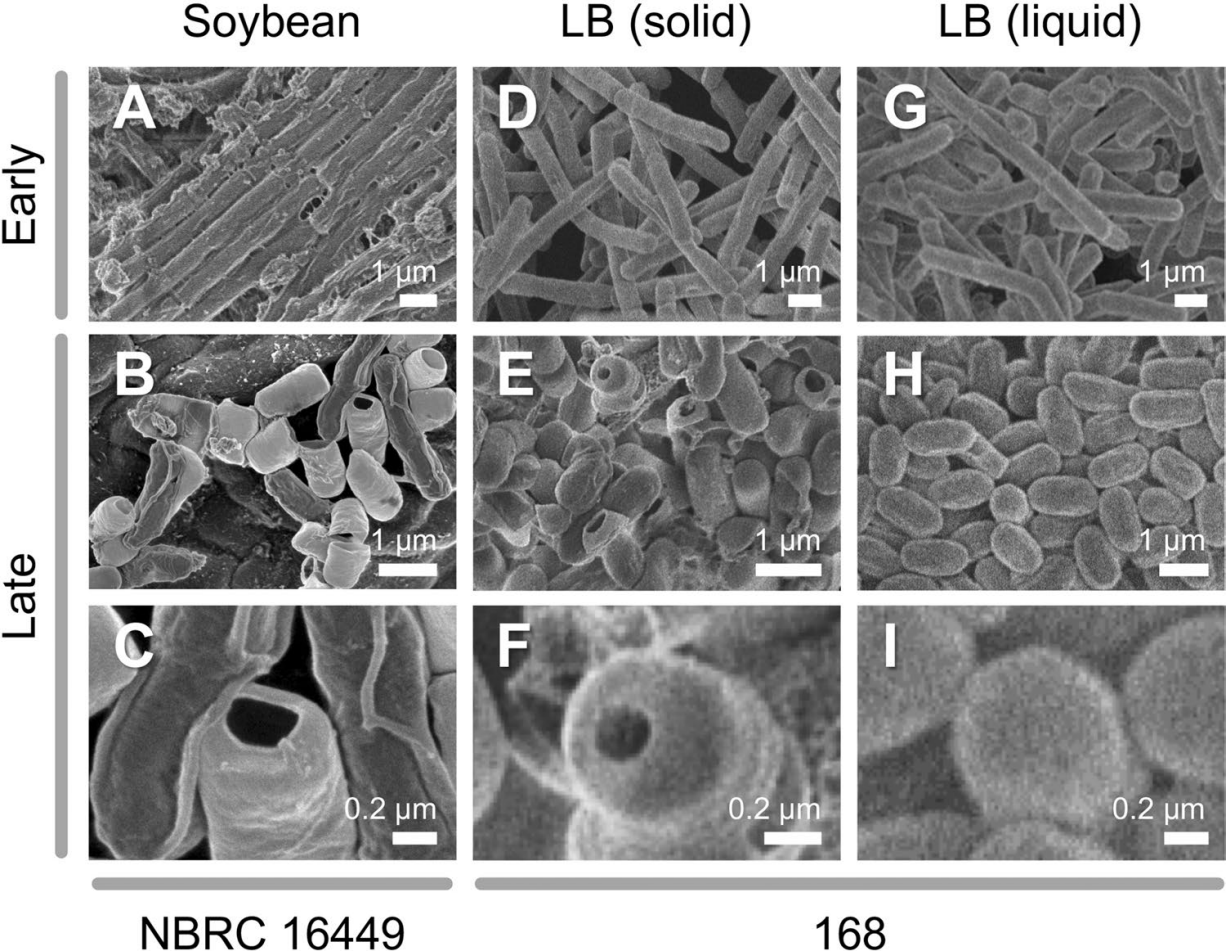
SEM observation of *B. subtilis* cell morphology. (**A**) *B. subtilis* NBRC 16449 cells, 5 h after inoculation on steamed soybean seeds. (**B**,**C**) *B. subtilis* NBRC 16449 cells, 48 h after inoculation on steamed soybean seeds. (**D**) *B. subtilis* 168 cells, 4 h after inoculation on soybean-mimicking solid medium blocks. (**E**,**F**) *B. subtilis* 168 cells, 216 h after inoculation on soybean-mimicking solid medium blocks. (**G**) *B. subtilis* 168 cells, 4 h after inoculation in liquid medium. (**H**, **I**) *B. subtilis* 168 cells, 239 h after inoculation in liquid medium. Bars, 1 μm (**A**,**B**,**D**,**E**,**G**,**H**) or 0.2 μm (**C**,**F**,**I**).

### Transcriptomic profile of *B. subtilis* during saprophytic growth

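RNA-Seq counts were analysed for 3 cultures of *B. subtilis* grown at 37 °C: cells on steamed soybean seeds, cells on solid LB medium blocks with 3% agar that mimic a seed, and cells in liquid LB. The sample labels name the soybeans boiled where the paper names them steamed, and the RNA-Seq text of the paper names the soybean and solid LB cells but not the liquid culture. Each culture gave 1 library, so there is no replicate check, no p-value was computed, and each difference is one between 2 libraries. The deposited table holds read counts for 4271 genes, which sum to 14981152 reads in the soybean library, 12559280 in the solid LB library and 13190494 in the liquid LB library. The lowest count of any listed gene in any library is 1. The authors trimmed the reads with Trimmomatic and aligned them with Bowtie, and they name HTSeq for the differential expression analysis. The paper's text names no normalization for its fold changes; those in the authors' deposited table follow from log2 values that have the form of quantile-normalized log2(RPKM + 1). Here, counts were normalized by TMM in edgeR, a prior of 1 count was added, and folds were taken for genes with at least 10 counts in at least 1 of the 2 libraries compared. Each interval given with a fold is the exact Clopper-Pearson 95% interval of the count ratio, and it covers counting error only.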

Comprehensive understanding of saprophytism-specific recognition and responses was sought using the transcriptomic profiles of *B. subtilis* NBRC 16449 cells from steamed soybeans and from soybean seed-mimicking solid medium, using RNA-Seq analysis. Reads were mapped to the genomic sequence of *B. subtilis* subsp. *natto* BEST195 strain^39,40^. 

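The entries of the deposited table have coordinates on the BEST195 genome, and all but 217 of the 4271 also have a label with a locus tag, most with a coding length. The coding length of the label equalled the length of the coordinates in 16 of the 3964 entries that have both. Across genes, which are not independent replicates, the reads in the soybean library had a Spearman correlation of 0.424 with the length of the coordinates and of -0.0151 with the length of the label. The authors' RPKM values were also computed over the length of the coordinates. Genes are therefore named here by coordinates, a choice made after the table was seen. Entries were matched to the genes of *B. subtilis* 168 (assembly ASM904v1) by gene length and by the spacing between neighbours, which named 3253 of the 4271 entries. Of these, 2136 were matched at exactly equal length in runs of neighbours. The other 1117 were matched by a looser rule, with 1 end in place and a length, equal or not, within 20%. No entry was named when the lengths of the 168 genes were shuffled over their positions. This checks the equal-length matches only, since the looser rule starts from entries already named at equal length. Separately, 2339 labels could be placed on entries of the same table by runs of equal lengths, up to 219 entries away from where they stand. Among placed labels that give a protein name at an entry with a 168 name, 226 of 287 were equal, 55 were names the 168 table does not use as symbols and 6 were of another gene. The remaining 1018 entries were left without a name, among them genes that strain 168 may lack.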

Expression of 93 and 107 genes among a total of 4271 analyzed genes was over tenfold upregulated and downregulated, respectively, in *B. subtilis* grown on steamed soybeans. 

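On steamed soybeans, most measured genes of tryptophan and histidine, branched-chain amino acid and purine synthesis and of the biofilm matrix were over 2-fold higher than on solid LB, and most of those for glycerol, inositol and flagella were over 2-fold lower. *hisZ*, which encodes a subunit of the first enzyme of histidine synthesis, had 13786 reads on soybeans and 12 on solid LB, a 1026-fold difference (interval 635 to 2148), for which the authors' deposited table gives 417-fold. *sacB*, the levansucrase gene that makes levan from sucrose, was 588-fold higher (interval 537 to 646), while of the 18 measured genes of its list, for sucrose, levan and alpha-galactosides, 5 were over 2-fold higher and 5 over 2-fold lower. The glycerol phosphate transporter gene *glpT* was 138-fold lower on soybeans (interval 117 to 166), and the inositol transporter gene *iolT* was 136-fold lower (interval 104 to 190). In all, 112 genes were over 10-fold higher and 104 over 10-fold lower among 4102 genes compared.
By gene lists fixed before the data were examined, 8 of 15 measured genes of tryptophan and histidine synthesis, 8 of 11 of branched-chain amino acid synthesis, 15 of 17 of purine synthesis and 8 of 17 of nitrogen limitation were over 10-fold higher, and no member of these lists was over 2-fold lower. All 8 of the first list are among its 9 *his* genes, while its 6 *trp* genes were 2.17 to 8.19-fold higher, a split made after the values were seen. *ilvB*, of branched-chain amino acid synthesis, was 55.1-fold higher, and *gltA*, which encodes a glutamate synthase subunit, 43.4-fold higher. All 19 measured genes of the biofilm matrix list were over 2-fold higher, such as *epsH* at 8.75-fold. On the lower side were 5 of 6 genes of glycerol use, 12 of 13 of inositol use and 23 of 44 of flagella and chemotaxis, each over 10-fold. The medians of the 3 lower lists lay below, and those of the 5 higher lists above, the medians of all 10000 random lists of equal size and similar expression, as a description of these libraries. Genes of an operon are not independent.
The solid LB library also differed from the liquid one. Of the 104 lower genes, 76 were over 2-fold higher in solid than in liquid LB, and of the 112 higher genes, 44 were over 2-fold lower in solid than in liquid LB. Among all 4073 genes compared, 702 were over 2-fold higher and 393 over 2-fold lower in solid LB. Both groups were chosen by their solid LB values, which by itself favours these directions. Over 2-fold lower in solid than in liquid LB were 15 of 17 purine synthesis genes and 11 of 17 nitrogen limitation genes. Against liquid LB, 15 of 17 purine genes were over 2-fold and 0 over 10-fold higher on soybeans, and 12 of 17 nitrogen genes over 2-fold and 5 over 10-fold. Over 10-fold higher than in liquid LB were also 8 of 9 *his* genes, 0 of 6 *trp* genes and 8 of 11 genes of branched-chain amino acids. Of the lower lists, 5 of 6 glycerol genes were over 10-fold lower than in liquid LB. For inositol 12 of 13 genes were over 2-fold and 1 over 10-fold lower, and for flagella and chemotaxis 25 of 44 over 2-fold and 5 over 10-fold. The flagellin gene *hag* had 34658 reads on solid LB, 2541 in liquid LB and 1536 on soybeans.

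**Figure D1:**
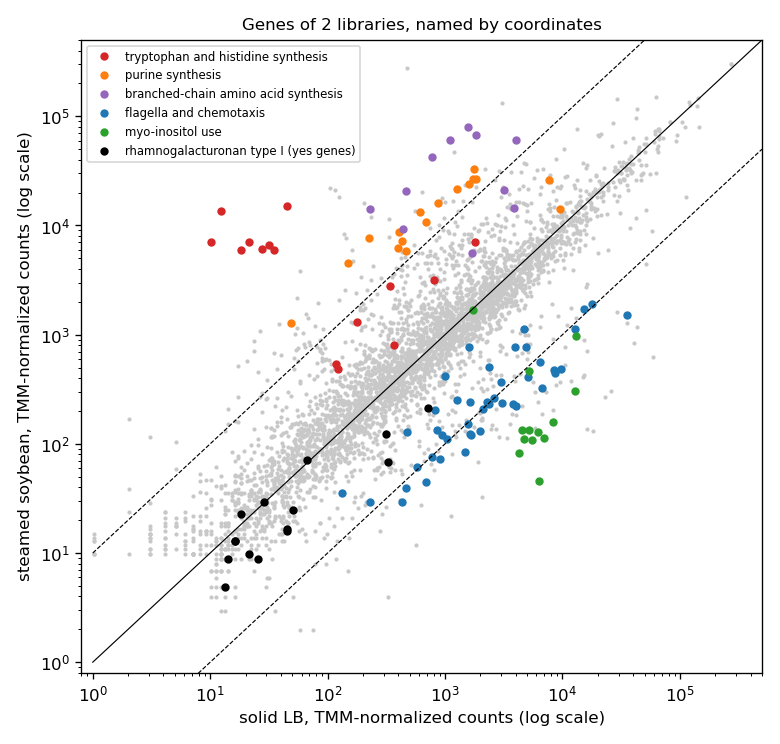
TMM-normalized counts per gene in the solid LB library (x axis) and the steamed soybean library (y axis), both on log scales, with 1 point per gene and 6 gene lists in colour. The solid line marks equal counts and the dashed lines a 10-fold difference; 112 genes lie above the upper dashed line and 104 below the lower one once the prior is added.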

Upregulated transcripts included several ABC transporter components and their neighboring genes (Fig. 3A). 

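The 22 table entries with the labels shown in Fig. 3A were each over 10-fold higher on soybeans than on solid LB. By their coordinates, 12 of them were the purine synthesis genes *purE* to *purD*, from 688390 to 701194 on the BEST195 chromosome. The entries labelled *yurI* and *yurJ* had the coordinates of *gbsB* and *gbsA*, which convert choline to glycine betaine. Those labelled *rbsA* and *rbsD* had the coordinates of *sacB* and *levB*, the second a levanase gene 146-fold higher (interval 124 to 178). Those labelled *yxeA*, *yxdM*, *yxdL*, *yxdK* and *yxdJ* had the coordinates of *bacF*, *bacE*, *bacD*, *bacC* and *bacB*, genes of bacilysin synthesis and export, with *bacE* 14.4-fold higher (interval 13.6 to 15.3). The entry labelled *fbaB*, from 3745576 to 3745878, was not matched to a gene and was 16.5-fold higher. The entries named *purK*, *gbsB*, *gbsA*, *sacB*, *levB*, *bacF* and *bacC* were matched by the looser rule.
Of the 22 genes named in Fig. 3A, 19 were located by coordinates or, for *yezE*, by the length of its label alone, and 0 of these were over 10-fold higher there. *yurI* was the highest, at 2.27-fold (interval 1.55 to 3.51). The ribose transporter gene *rbsA*, with 118 reads on soybeans and 1219 on solid LB, was 10.6-fold lower, and *fbaB* was 38.6-fold lower (interval 32.8 to 46.4), or 3.61-fold lower than in liquid LB. The entries of *yesO*, *yxeA*, *yxdM*, *yxdK*, *yxdJ* and *fbaB* were matched by the looser rule. *cotJA*, *yesK* and *yxdL* were not located.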

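At the coordinates of *yesO*, *yesP*, *yesQ* and *yesR*, few reads were found in any of the 3 libraries. *yesO*, the gene of a solute-binding protein, lies from 749368 to 750633 on the BEST195 chromosome and had 16 reads on soybeans, 44 on solid LB and 21 in liquid LB, a ratio of soybean to solid LB of 0.365 (interval 0.185 to 0.635). *yesP* had 13 reads on soybeans and 16 on solid LB, a ratio of 0.797 (interval 0.347 to 1.74). *yesQ* had 9 and 14 reads, a ratio of 0.646 (interval 0.237 to 1.54), and *yesR*, the gene of a rhamnogalacturonyl hydrolase, had 30 and 28, a ratio of 1.03 (interval 0.597 to 1.80). The median gene had 537 reads in the soybean library. For these 4 genes the upper ends of the intervals were all below 2, and the bound nearest to 10-fold was 1.80, for *yesR*.
The entries that carry the labels *yesO*, *yesP*, *yesQ* and *yesR* lie from 696751 to 701194. They had 10938, 6373, 27302 and 27263 reads on soybeans and were 15.5, 15.7, 15.6 and 14.7-fold higher than on solid LB. Their coordinates matched *purM*, *purN*, *purH* and *purD* at exactly equal gene length. The *yesO* coordinates were matched to a 168 gene by the looser rule, at 1 of its ends, while *yesP*, *yesQ* and *yesR* matched at equal length and also by placing the table's own labels.

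**Figure D2:**
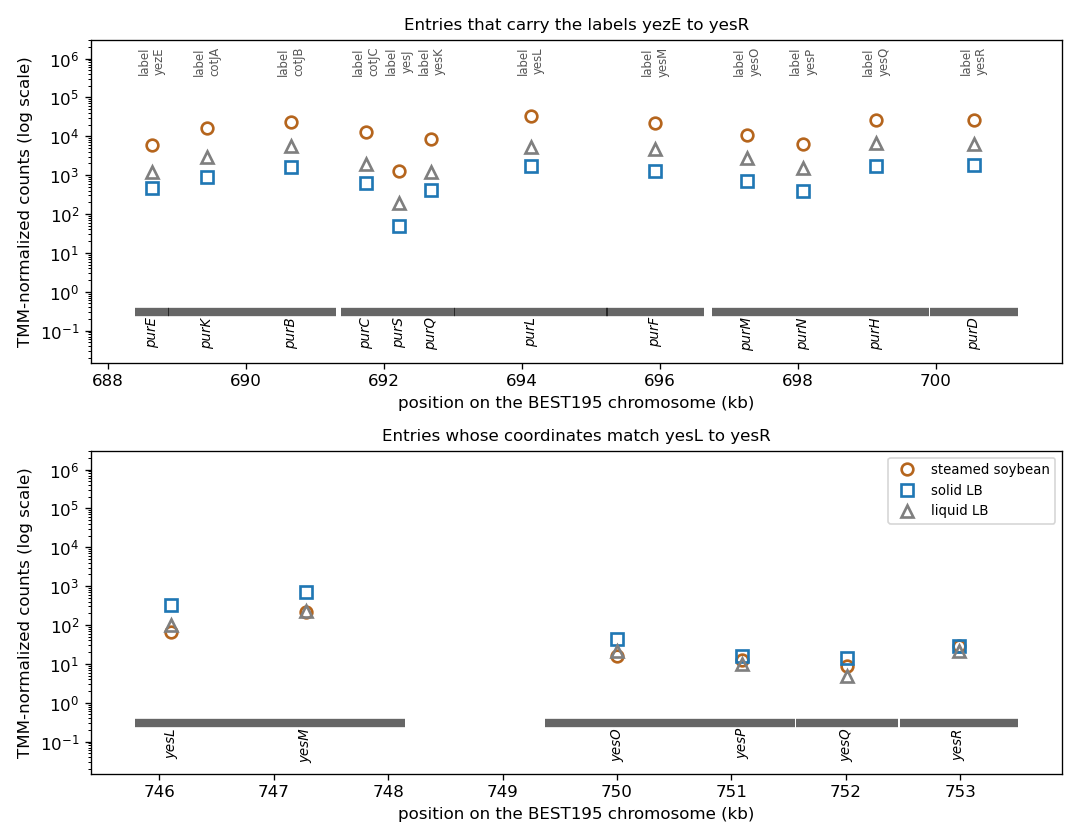
TMM-normalized counts on a log scale against position on the BEST195 chromosome in kb, for the entries labelled *yezE* to *yesR* (top, labels in grey) and for the entries whose coordinates match *yesL* to *yesR* (bottom). Bars show gene positions with the name given by coordinates, and each symbol is 1 library; the *yesO* entry by label had 10938 soybean reads and the one by coordinates 16.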

The gene cluster *yesOPQR* was highly expressed, as previously reported in *B. subtilis* 168 cells grown on RG-I, a component of plant cell wall pectin^32^. Based on sequence homology, *yesO* and *yesPQ* genes encode a putative SBP and transmembrane permeases for the ABC-family sugar transport system, respectively. Deleting *yesOPQ* has a negative impact on utilization of RG-I as a carbon source^41^. YesR is a cytosolic hydrolase that acts on unsaturated rhamnogalacturonan disaccharide derived from RG-I^31^. Another upregulated gene, *yurJ*, may encode a functional NBP for YesOPQ and other ABC transporters^41,42^. Thus, *B. subtilis* may recognize and use plant cell wall-derived RG-I as a carbon source by inducing *yesOPQR* and *yurJ* genes during saprophytic growth (Fig. 3B).

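At its own coordinates, from 3123266 to 3124369 on the BEST195 chromosome, *yurJ* had 341 reads on soybeans, 282 on solid LB and 324 in liquid LB. The ratio of soybean to solid LB was 1.17 (interval 0.994 to 1.37). The entry with the label *yurJ*, at the coordinates of the betaine aldehyde dehydrogenase gene *gbsA* from 2946764 to 2948293, had 21284 reads on soybeans and 113 on solid LB and was 180-fold higher (interval 151 to 221). Among 7 measured genes of the *yur* and *frl* list, 4 were over 2-fold higher and none was over 2-fold lower. *frlB* and *frlO*, of the use of fructosamines, were 5.21-fold and 5.68-fold higher, and for *frlO* the authors' deposited table gives 3.40-fold.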

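Of 23 listed genes of rhamnogalacturonan type I degradation and uptake, 15 were measured by coordinates, and 9 of these were over 2-fold lower on soybeans than on solid LB and none was over 2-fold higher. Some of the 9 had few reads, with 16 on soybeans and 44 on solid LB for *yesO*, and 9 and 25 for *yesU*. The median log2 fold of the 15 was -1.05, below the medians of all 10000 matched random lists, as a description, since neighbouring genes are not independent. Against liquid LB, the median of the 13 measured genes was 0.17, higher than the medians of 46.8% of such lists. *yesM*, the sensor kinase gene of this cluster, was 3.31-fold lower on soybeans than on solid LB (interval 2.85 to 3.88) and 1.04-fold lower than in liquid LB. Of 19 measured genes of galactan and arabinan side-chain degradation and arabinose use, 13 were over 2-fold lower and none over 2-fold higher, with *abfA* 7.91-fold lower and *ganB* 3.21-fold lower. Of 18 measured genes of homogalacturonan and galacturonate use, 5 were over 2-fold lower, such as *exuM* at 5.11-fold, and 1 was over 2-fold higher, the pectate lyase gene *pelA*, at 3.89-fold. Against liquid LB, 5 of the 19 galactan and arabinan genes were over 2-fold lower and 1 higher, and 3 of the 18 galacturonan genes were lower and 3 higher.
From the upregulation of *yesOPQR* and *yurJ* and from published roles of these genes in the use of RG-I, the paper proposes that *B. subtilis* recognizes RG-I of plant cell walls and uses it as a carbon source by inducing them. The paper also measured the binding of oligo-RG-I by YesO and solved the structure of the complex. Read counts do not bear on those experiments.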

**Figure 3:**
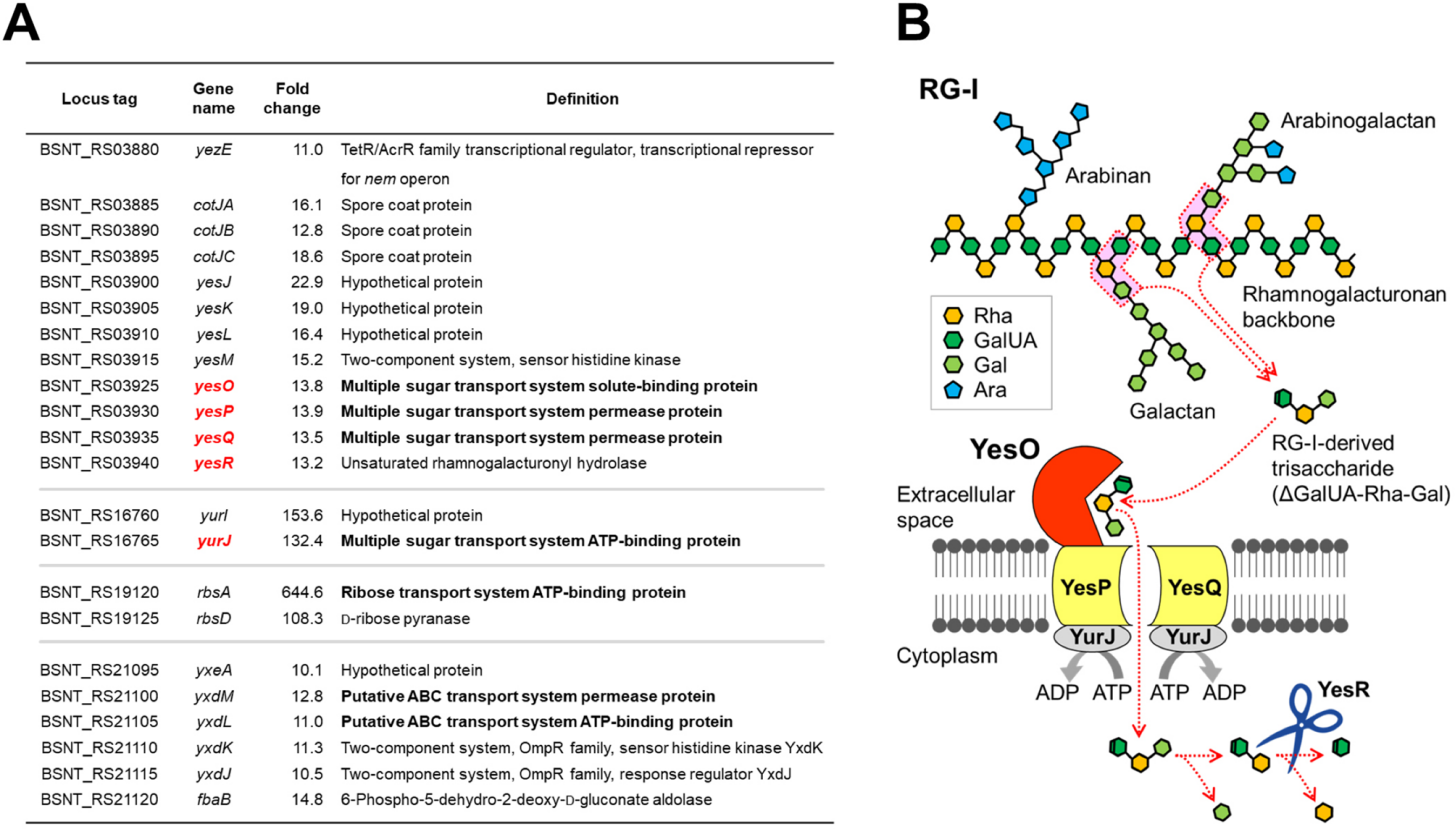
Transcriptional response of *yesOPQR* and *yurJ* genes during saprophytic growth. (**A**) ABC transporter component genes and neighboring genes upregulated during saprophytic growth on dead soybeans (over tenfold). (**B**) Model of YesOPQR/YurJ-dependent incorporation of RG-I-derived trisaccharide.

### Affinity between YesO and RG-I oligosaccharides

YesO is a putative SBP involved in RG-I assimilation, but its binding substrate is unknown. Recombinant YesO protein and the decomposition product of RG-I backbones (oligo-RG-I) were prepared to address this knowledge gap. Comparisons between YesO of *B. subtilis* laboratory strain 168 and its orthologs from *Bacillus sonorensis*, *Bacillus licheniformis* DSM 13, *Paenibacillus* sp. Aloe-11, and *Paenibacillus macerans* revealed low conservation of the N-terminus (Supplementary Fig. S3). Thus, N-terminus-deleted YesO, of approximately 45 kDa, was overexpressed in *Escherichia coli*, and purified to homogeneity (Fig. 4A,B). To obtain oligo-RG-I, RG-I backbones were treated with exolyase YesX (Fig. 4C). Thin-layer chromatography (TLC) analysis of reaction products showed that released oligosaccharides consisted mainly of unsaturated rhamnogalacturonan disaccharide, as reported previously^32^. The interaction between YesO and oligo-RG-I was analyzed by measuring YesO fluorescent intensity in the presence or absence of oligo-RG-I (Fig. 4D). Adding oligo-RG-I decreased the fluorescent intensity from tryptophan residues of YesO by 3–7%. Based on the plot, the dissociation constant (*K*_d_) was 1.6 μM. No significant decrease of fluorescent intensity was observed when other disaccharides, such as sucrose, maltose, cellobiose, chitobiose, and digalacturonic acid, were used as a ligand (Supplementary Fig. S4). YesO appears to recognize oligo-RG-I as a substrate selectively.

**Figure 4:**
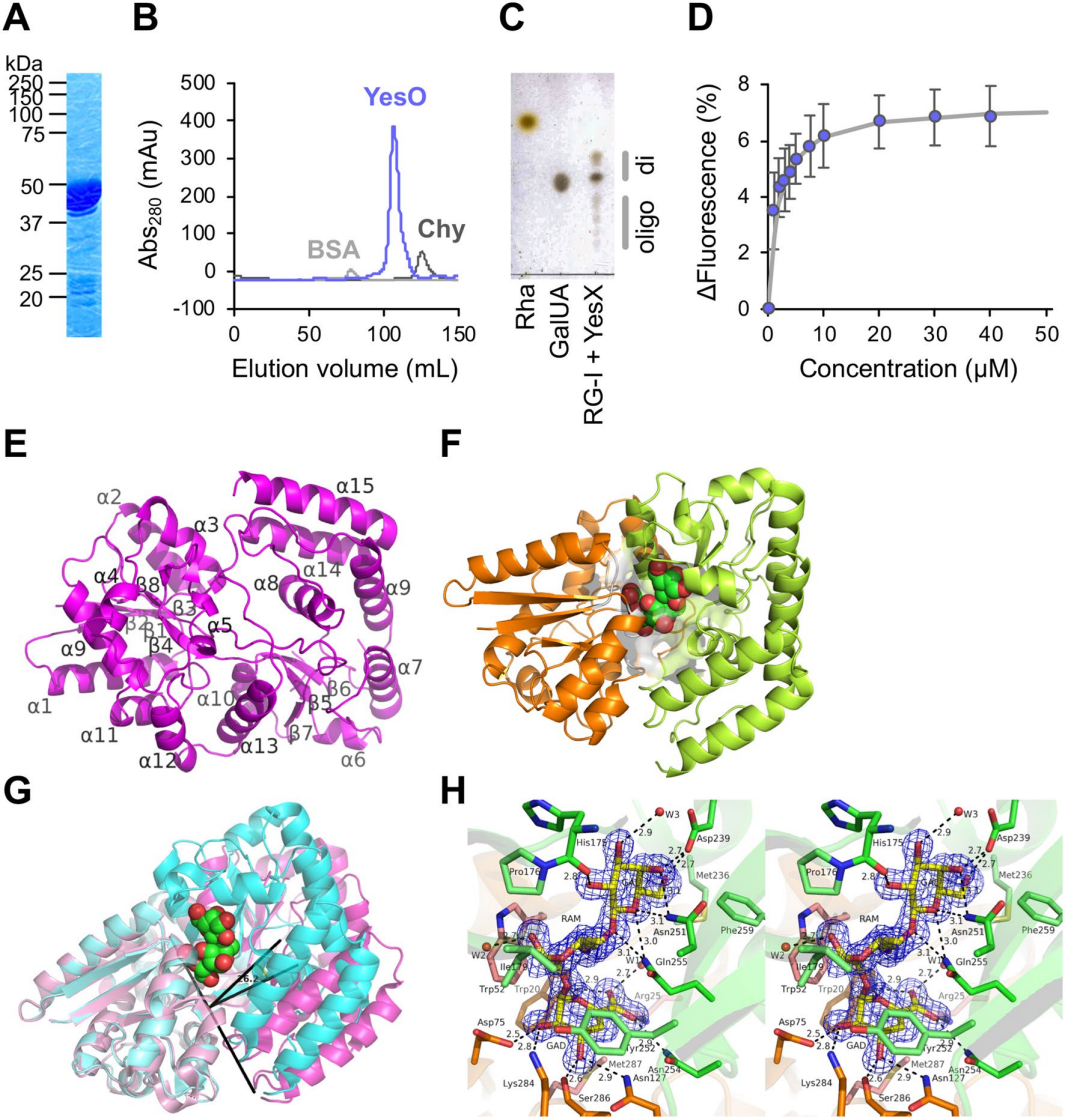
Interaction between oligo-RG-I and YesO. (**A**) SDS-PAGE analysis of purified YesO, followed by CBB staining. (**B**) Elution profile of YesO via gel filtration chromatography. Bovine serum albumin (BSA, 66 kDa, light gray) and chymotrypsin (Chy, 25 kDa, dark gray) were used for comparison. (**C**) TLC analysis of oligo-RG-I. Note that unsaturated rhamnogalacturonan disaccharide (di) showed two distinctive signals, corresponding to ammonium ion-unbound and bound forms^32^. Traces of oligosaccharides (oligo) were also detected. Rhamnose (Rha) and galacturonate (GalUA) were used for comparison. The profile of TLC plate is not an image cropped from different parts of the same plate or from different plates. (**D**) Fluorescent spectrum analysis. The decrease in fluorescent intensity (Δfluorescence), caused by increasing ligand concentrations, was plotted after modification based on volume change in the cuvette. Each data point represents the mean ± SD from three independent experiments. (**E**) Overall structure of ligand-free YesO protein. The assigned secondary structures of α-helices (α1–α15) and β-sheets (β1–β8) are indicated. (**F**) Overall structure of YesO/oligo-RG-I. Orange, N-domain; green, C-domain. (**G**) Superimposition of YesO and YesO/oligo-RG-I. Magenta, YesO; cyan, YesO/oligo-RG-I. The ball model shows ΔGalUA-Rha-Gal (green, carbon atom; red, oxygen atom). The rotation axis and angle for the Venus-flytrap conformational change are shown. (**H**) Residues interacting with ΔGalUA-Rha-Gal via hydrogen bonds and C–C contacts. Electron density map (2*F*_o_–*F*_c_) of ΔGalUA-Rha-Gal in YesO/oligo-RG-I is shown in blue mesh contoured with 1.4 σ. Hydrogen bonds are represented by dotted lines with labeled distances. The residues of the N- and C-domains are colored orange and green, respectively. The residues interacting only by C–C contacts (Trp52, Pro176, Ile179, Phe180, Met236, Tyr252, Phe259, and Met287) are pale-colored.

### Binding mode of YesO to oligo-RG-I

Oligo-RG-I recognition by YesO was analyzed with X-ray crystallography. The crystal structures of YesO and its complex form with oligo-RG-I (YesO/oligo-RG-I) were determined at 1.97 Å and 1.58 Å resolution, respectively. Data collection and refinement statistics are summarized in Supplementary Table S1. Ligand-free YesO structure (Fig. 4E) was similar to a previously determined structure (PDB ID 4R6K). YesO is an α/β protein with 15 α helices (residues 23–39, 52–65, 76–86, 92–96, 111–113, 135–140, 152–166, 177–187, 205–219, 253–262, 312–318, 328–336, 340–354, 368–383, and 381–405) and 8 β sheets (residues 15–20, 45–55, 71–73, 122–126, 130–133, 248–252, 267–270, and 288–290). Note that amino acid residue numbers of our YesO are 20 fewer than those of the full-length YesO to adjust to PDB ID 4R6K. The substrate-binding cleft is formed between two globular N- and C-domains (Fig. 4F), as typically observed among SBPs of ABC transport systems^15–18^. YesO is categorized as a Class II SBP, based on a β_2_–β_1_–β_3_–β_8_–β_4_ topology of the β sheet core in the N-domain. N- and C-domains are connected through two short hinges (residues Val126-Leu129 and Leu281-Lys284), assigning YesO to Cluster D SBPs. Comparison of ligand-free YesO with YesO/oligo-RG-I revealed a 26.2°-closed conformation upon binding of a ligand molecule (Fig. 4G), suggesting a Venus-flytrap conformational change^43^.

Although our prepared oligo-RG-I was mostly disaccharide (Fig. 4C), X-ray crystallography of YesO/oligo-RG-I indicated an interaction between YesO and the trisaccharide, ΔGalUA-Rha-Gal, composed of unsaturated galacturonic acid and rhamnose from the main chain and galactose from the side chain (Fig. 4H). This result reproduced another independent YesO/oligo-RG-I crystal structure. The molecular docking simulation suggested that rhamnogalacturonan tetrasaccharide is too large to fit in the ligand-binding cleft (Supplementary Fig. S5). Thus, YesO may selectively recognize ΔGalUA-Rha-Gal trisaccharide as a ligand. ΔGalUA-Rha-Gal binds to the YesO cleft via hydrogen bonds and C–C contacts (Table 1). There were 19 hydrogen bonds (ΔGalUA, 10; Rha, 2; Gal, 7) and 44 C–C contacts (ΔGalUA, 22; Rha, 17; Gal, 5). ΔGalUA-interacting residues, Arg25, Asn127, Asn254, and Ser286, are highly conserved among the known YesO orthologs, highlighting the importance of ΔGalUA in the YesO ligand.

**Table 1:** Interaction between YesO and ΔGalUA-Rha-Gal.

Hydrogen bond (< 3.3 Å)					van der Waals interaction (< 4.5 Å)				
Source		Target		Distance (Å)	Source		Target		Distance (Å)
Sugar	Atom	Protein/water	Atom		Sugar	Atom	Protein	Atom	
ΔGalUA	O2	Asp75	OD1	2.5	ΔGalUA	C1	Trp20	CE2	4.3
		Lys284	NZ	2.8			Trp20	CZ2	3.9
	O3	Ser286	O	2.6			Trp52	CE3	3.9
		Asn127	ND2	2.9			Trp52	CZ3	3.6
	O5	Trp20	NE1	3.1			Trp52	CH2	4.1
	O6A	Arg25	NH2	2.8		C2	Trp20	CZ2	4.2
		Asn254	ND2	2.9			Trp52	CZ3	4.4
	O6B	Trp20	NE1	2.9			Asp75	CG	4.2
		Arg25	NH1	3.0		C3	Tyr252	CG	4.2
		water631-Gln255	NE2	2.7, 3.2			Tyr252	CD2	3.5
							Tyr252	CE2	3.7
							Lys284	CE	4.2
						C4	Met287	CE	4.3
							Gln255	CD	4.4
							Tyr252	CD2	4.0
						C5	Trp20	CZ2	4.3
							Met287	CE	4.1
							Gln255	CD	4.3
						C6	Arg25	CZ	4.0
							Met287	CE	3.8
							Gln255	CD	4.1
							Gln255	CG	4.1
Rha	O1	water634-Asp178	OD1	2,7, 2.8	Rha	C1	Trp52	CE2	4.4
	O4	Gln255	NE2	3.1			Trp52	CZ2	4.2
							Ile179	CG1	4.1
						C2	Trp52	CD2	4.0
							Trp52	CE2	4.1
							Trp52	CE3	4.0
							Trp52	CZ2	4.2
							Trp52	CZ3	4.0
							Trp52	CH2	4.1
						C4	Gln255	CD	3.9
						C5	Pro176	CD	3.9
							Tyr252	CE2	4.2
						C6	Pro176	CD	4.2
							Tyr252	CD2	4.0
							Tyr252	CE2	3.9
							Phe180	CE2	3.9
							Phe180	CZ	4.0
Gal	O2	His175	O	2.8	Gal	C3	His175	CD2	4.1
	O3	water659-Asn172	ND2	2.9, 3.0		C4	Asp239	CG	4.1
		water659-Asp239	OD1	2.9, 2.7		C6	Met236	CE	3.9
	O4	Asp239	OD2	2.7			Phe259	CE1	4.0
		Asn251	ND2	3.1			Phe259	CZ	3.8
	O5	Asn251	ND2	3.1					
		Gln255	NE2	3.1					
	O6	Asp239	OD2	2.7					

### Recognition of ΔGalUA-Rha-Gal during saprophytic growth

In the present study, *B. subtilis yesOPQR* was identified as an upregulated gene cluster during saprophytic growth on dead soybean surfaces (Fig. 3B). YesO was found to act as an SBP for uptake of RG-I-derived ΔGalUA-Rha-Gal trisaccharide. YesPQ are putative transmembrane permeases, and YesR catalyzes intracellular degradation of unsaturated rhamnogalacturonan disaccharide^31^. Expression of the *yurJ* gene, encoding a putative NBP for YesOPQ^40^, was also induced on dead soybeans. Thus, YesOPQR/YurJ-dependent assimilation of ΔGalUA-Rha-Gal is likely to play a major role in saprophytic growth. Assuming that plant cell wall degradation is closely associated with wounding, pathogen attack, or cell death, induction of the *yesOPQR* and *yurJ* genes might be one of the initial responses for saprophytic growth on dead plant surfaces.

Our hypothesis is that ΔGalUA-Rha-Gal is used as a nutrient or signaling molecule, or both. ΔGalUA-Rha-Gal is degraded into assimilable monosaccharides by an unidentified intracellular β-1,4-galactosidase and YesR. Since the soybean surface is a low-nutrient environment, pectin-derived oligosaccharides may be the carbon source that supports saprophytic growth. Further, ΔGalUA-Rha-Gal may also serve as a signaling molecule to trigger saprophytism. Some bacterial two-component regulatory systems adopt SBPs for signal recognition^18^. Our recent study demonstrated that SPH1118, an SBP in *Sphingomonas* sp. strain A1, is responsible not only for pectin assimilation but also for chemotaxis toward pectin^44^. Assuming such alternative functions of YesO, recognizing ΔGalUA-Rha-Gal may trigger signal transduction for proliferation or adaptation under saprophytic conditions.

Based on the YesO/oligo-RG-I three-dimensional structure, YesO traps ΔGalUA-Rha-Gal trisaccharide, although most of the oligo-RG-I used in this study was disaccharide. How is ΔGalUA-Rha-Gal generated via pectin degradation? *B. subtilis* cells secrete a series of enzymes for RG-I degradation, such as YesWX lyases to cleave α-1,4-glycosidic linkages between rhamnose and galacturonic acid residues in the RG-I backbone^32^, GanAB galactosidases to degrade galactan branches^45^, and AbfA and Xsa arabinofuranosidases to catalyze hydrolysis of terminal arabinofuranoside bonds of arabinogalactan or arabinan^46^. YesWX-dependent degradation of RG-I backbones, with a single galactose residue at each branch point, may release ΔGalUA-Rha-Gal trisaccharide (see red areas in Fig. 3B).

In conclusion, this report is the first to describe the competition between saprophytic *B. subtilis* and soybean *G. max* on soybean seeds surfaces. Live soybeans prevent bacterial invasion, while *B. subtilis* YesO recognizes pectin-derived ΔGalUA-Rha-Gal trisaccharide to establish saprophytic growth on dead soybean seeds. This study will help elucidate the diversity of bacterial-plant interactions, particularly for seed microbiota.

## Materials and methods

### Materials and microorganisms

Soybean seeds of Suzumaru (*G. max*) were purchased from Mamehei (Japan). RG-I (from potatoes) was purchased from Megazyme (Ireland). *B. subtilis* laboratory standard strain 168 was obtained from the National Bio Resource Project (NBRP), Japan. *B. subtilis* strain NBRC 16449 was obtained from the NITE Biological Research Center (NBRC), Japan. *E. coli* strain BL21-Gold(DE3) (Agilent, USA) was used for recombinant protein overexpression. *E. coli* strain DH5α was used for cloning and plasmid maintenance. Bacterial cells were routinely grown in LB medium (1% tryptone, 0.5% yeast extract, 1% sodium chloride, pH 7.2) at 37 °C.

### Growth test

Soybean seeds were stored at 4 °C and at room temperature for 6 months to prepare live and dead soybeans, respectively. The seeds were washed and soaked in pure water at room temperature for 3.5 h. The seed surfaces were sterilized by 20-min ultraviolet exposure. This exposure did not produce severe effects on living soybean seeds’ germination capability (Supplementary Fig. S1A). Soybean seed-mimicking solid LB medium blocks (solidified by 3% agar, 300 μl each; Supplementary Fig. S1B) were prepared aseptically in microtubes. Thirty seeds or blocks were used for each growth test.

*Bacillus subtilis* was precultured at 37 °C in liquid LB medium overnight, washed, and resuspended in 0.85% sodium chloride. Approximately 10^4^ cells per seed or solid medium block were inoculated and incubated at 37 °C. To assay CFUs, *B. subtilis* cells on the sampled seeds or blocks were collected in 0.85% sodium chloride, spread on LB agar plates, and incubated at 37 °C overnight.

### SEM analysis

*Bacillus subtilis* cells were grown on steamed soybean seeds, on soybean mimicking solid LB medium blocks, and in liquid LB medium at 37 °C. Steamed soybeans were prepared by washing and soaking live seeds with pure water at room temperature for 3.5 h, followed by autoclaving at 121 °C for 20 min. For protein fixation, samples (soybean seeds or collected cells) were mixed with 4% formaldehyde and incubated for 1 h. Subsequently, for lipid fixation, samples were washed with 10 mM potassium phosphate buffer or pure water three times and immersed in 1% osmium oxide for 1–2 h. Fixed samples were washed with 10 mM potassium phosphate buffer or pure water three times, dehydrated sequentially with 50%, 70%, 90%, and 100% ethanol, and immersed in *t*-butyl alcohol at 4 °C. Freeze-dried samples were coated with a platinum-palladium layer under argon gas and observed with a field emission (FE)-SEM SU8230 (Hitachi, Japan) using a 1.5 kV electron beam.

### RNA-Seq analysis

*Bacillus subtilis* NBRC 16449 cells were grown on steamed soybean seeds or soybean-mimicking solid LB medium blocks to the logarithmic phase. Cells on the seeds or blocks were collected in 0.85% sodium chloride, treated with RNAprotect bacteria reagent (Qiagen, Netherlands), and frozen immediately in liquid nitrogen. Total RNA was prepared using the hot phenol method^47^ by Nihon Gene Research Laboratories, Inc. (Japan). RNA-Seq analysis was performed by Macrogen Japan Corp. (Japan). In brief, paired-end sequencing of the constructed library was performed using HiSeq 2500 (Illumina, USA). Raw data were filtered using Trimmomatic v0.32^48^ to remove adapter sequences and bases with a Phred score below 30. Trimmed reads were aligned against the *B. subtilis* subsp. *natto* BEST195 reference genome (DDBJ accession no. DRA000001)^39,40^, using Bowtie as the alignment algorithm^49^. Differential expression analysis was conducted using HTSeq^50^. RNA-Seq data, generated from this study, were deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE109523.

### Expression and purification of recombinant YesO protein

To construct an expression system for YesO that lacks the weakly conserved N-terminus (Supplementary Fig. S3), the *yesO* gene of *B. subtilis* strain 168 was amplified by genomic PCR, using primers 5′-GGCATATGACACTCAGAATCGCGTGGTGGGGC-3′ and 5′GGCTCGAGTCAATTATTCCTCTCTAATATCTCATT-3′ (with underlined restriction sites), and cloned into the NdeI-XhoI site of pET21b(+) (Novagen, USA). The resultant pET21b(+)-*yesO* plasmid was introduced into *E. coli* BL21-Gold(DE3) cells.

*Escherichia coli* cells harboring the plasmid were cultured in LB liquid medium with 100 μg ml^−1^ ampicillin at 30 °C. When optical density at 600 nm (OD_600_) reached 0.3, isopropyl-β-d-thiogalactopyranoside (IPTG) was added to the culture at a final concentration of 0.1 mM. After further incubation at 16 °C for 2 days, cells were washed, suspended in 20 mM Tris–HCl (pH 7.5), and disrupted with an ultrasonicator 201 M (Kubota, Japan). The supernatant obtained by centrifugation (20,000 × *g*, 4 °C, 20 min) was used for YesO purification.

Cell extracts were applied to an anion exchange chromatography system with a TOYOPEARL DEAE-650M column (Tosoh, Japan). Proteins were eluted using a linear gradient of sodium chloride (0–250 mM) in 20 mM Tris–HCl (pH 7.5). After separation with 12.5% SDS-PAGE, fractions containing the target protein were combined and purified by gel filtration chromatography using HiLoad 16/60 Superdex 200 pg resin (GE Healthcare, USA) equilibrated with 200 mM sodium chloride in 20 mM Tris–HCl (pH 7.5). After separation with 12.5% SDS-PAGE, fractions containing the target protein were combined.

### Preparation of oligo-RG-I

Substrate RG-I backbones were prepared from commercially available RG-I, as previously reported^32^. A reaction mixture, consisting of 1% RG-I backbone, 50 mM Tris–HCl (pH 7.5), 20 mM manganese(II) chloride, and lysates of YesX-expressing *E. coli* cells^32^, was incubated at 30 °C for 3 h. The mixture was boiled for 5 min and centrifuged (7200 × *g*, room temperature, 5 min). The supernatant was passed through a Centriprep centrifugal filter (3 kDa NMWL; Merck Millipore, USA) to obtain decomposition products. Resultant oligo-RG-I was detected by TLC analysis, as reported previously^32^.

### Fluorescence spectrum analysis

Fluorescence of protein, with a peak around 340 nm, is partially quenched by adding a binding ligand^51^. Fluorescent intensities of YesO, with increasing concentrations of oligo-RG-I, were measured by spectrophotometer FP-6500 (JASCO, Japan). Measurement parameters during reactions were: excitation band width, 1 nm; emission band width, 10 nm; response, 2 s; sensitivity, high; excitation wavelength, 280 nm; start to end emission wavelength, 300–500 nm; data pitch, 1 nm; and scan speed, 100 nm min^−1^. The reaction mixture contained 0.14 μM YesO, 20 mM Tris–HCl (pH 7.5), and 0–40 μM ligands. Decreases in fluorescent intensity by adding ligands were plotted, and the dissociation constant (*K*_d_) was determined based on nonlinear regression with one site-specific binding model^51^.

### X-ray crystallography

Ligand-free YesO and YesO/oligo-RG-I were crystallized by sitting drop vapor diffusion, using the JBScreen crystallization kit (Jena Bioscience, Germany). In 96-well sitting drop plates, 1 μl of 15 mg ml^−1^ YesO (without or with 1 mM oligo-RG-I) and 1 μl of reservoir solution were mixed. The mixture was kept at 20 °C until crystals grew sufficiently. Ligand-free YesO was crystallized in the drop, consisting of 100 mM malonate-imidazole-boric acid (MIB) buffer (pH 6.0), 25% polyethyleneglycol (PEG)-1500, and 1 mM digalacturonate. YesO/oligo-RG-I was crystallized in the drop, consisting of 100 mM Tris–HCl (pH 8.5), 20% PEG-1000, and 25% glycerol.

Each single crystal was picked up using a nylon loop from the drop, soaked in a reservoir solution containing 20% ethylene glycol, and instantly frozen using cold nitrogen gas. Synchroton radiation X-ray irradiated the crystals at 1.00 Å wavelength, and X-ray diffraction data were collected using a MAR225HE CCD detector (Rayonix, USA) at the BL-26B1 and BL-38B1 beamlines in SPring-8 (Japan). Diffraction data were processed using the HKL-2000 program^52^.

The crystal structures of YesO and YesO/oligo-RG-I were determined through molecular replacement with the Molrep program^53^ in the CCP4Interface package, using the ligand-free YesO structure (PDB ID 4R6K) as a reference model. Structure refinement was conducted using the phenix.refine^54^ and REFMAC5^53^ programs. At each refinement cycle, the model was adjusted manually with the WinCoot program^55^. Images of protein structures were prepared using the PyMOL molecular graphics system (Schrödinger, USA). The coordinates and structure factors (accession codes 5Z6C for ligand-free YesO and 5Z6B for YesO/oligo-RG-I) have been deposited in the PDB.

## Supplementary information

Supplementary Information 1.

Supplementary Video 1.

Supplementary Video S1.

## Data Availability

*Accession codes* RNA-Seq data were deposited in the NCBI GEO and are accessible through GEO series accession number GSE109523. Protein structures of YesO and YesO/oligo-RG-I were deposited in the PDB under accession codes 5Z6C and 5Z6B, respectively.

# Supplementary material for: Bacterial inducible expression of plant cell wall-binding protein YesO through conflict between Glycine max and saprophytic Bacillus subtilis
**Source:** Sci Rep. 2020 Oct 29;10:18691. doi: 10.1038/s41598-020-75359-0
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Bacterial inducible expression of plant cell wall-binding protein YesO in response to soybean: Conflict between *Glycine max* and saprophytic *Bacillus subtilis*

Haruka Sugiura¹, Ayumi Nagase¹, Sayoko Oiki¹, Bunzo Mikami², Daisuke Watanabe¹ & Wataru Hashimoto^{1*}

Supplementary Information

Supplementary Figure S1. Materials used for solid-state cultures in this study.

Supplementary Figure S2. SEM observation of *B. subtilis* NBRC 16449 cells on soybean-mimicking solid medium blocks.

Supplementary Figure S3. Alignment of YesO orthologs.

Supplementary Figure S4. Fluorescent spectrum analysis.

Supplementary Figure S5. The stereo diagram of the cavity of YesO/oligo-RG-I.

Supplementary Table S1. Data collection and refinement statistics.

Supplementary Video S1. Soybean seeds inoculated with *B. subtilis* NBRC 16449 cells (supplied separately).

Supplementary Figure S1

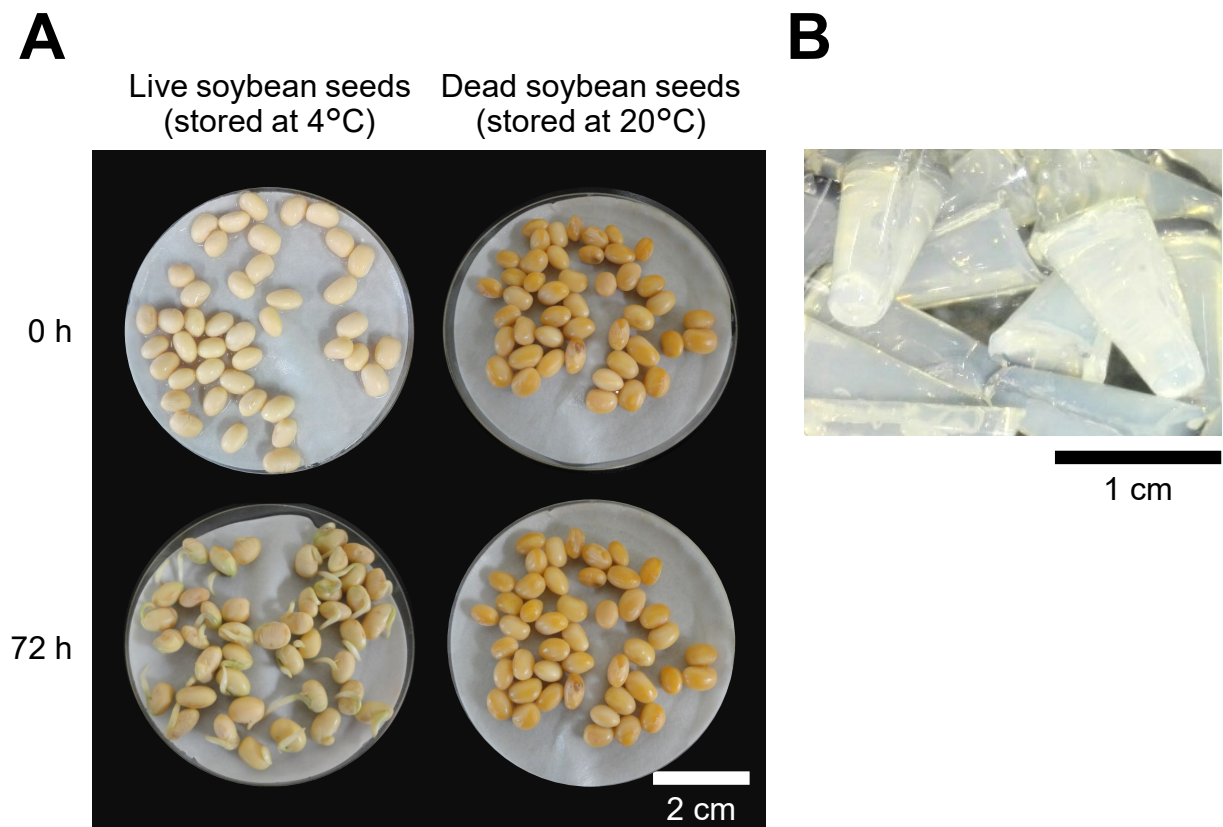

Supplementary Figure S1. Materials used for solid-state cultures in this study. **(A)** Live and dead soybean seeds. Commercially available soybean seeds were stored at 4°C (left) or at 20°C (right) for half a year. To test germination capacity, seeds were soaked in water and incubated on wet filter paper for 72 h. Germinating and non-germinating seeds were used as live and dead seeds, respectively. Bar, 2 cm. The profile of each plate is not an image cropped from different parts of the same plate or from different plates. **(B)** Soybean seed-mimicking LB sodium medium blocks. Bar, 1 cm.

Supplementary Figure S2

Early (6 h)

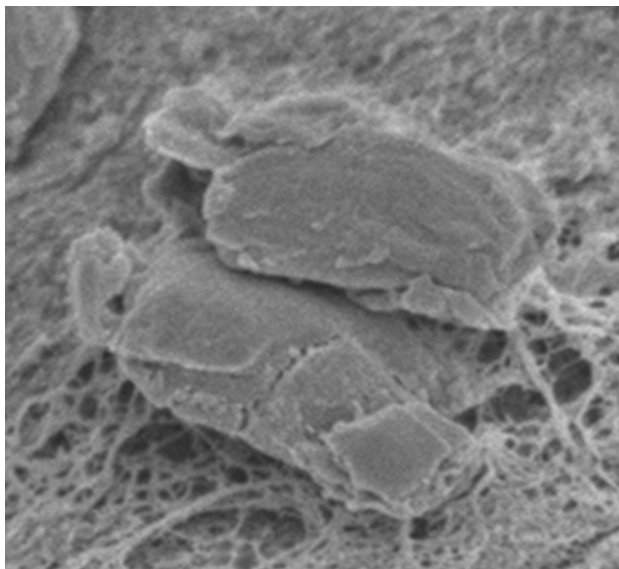

1 μm

Late (48 h)

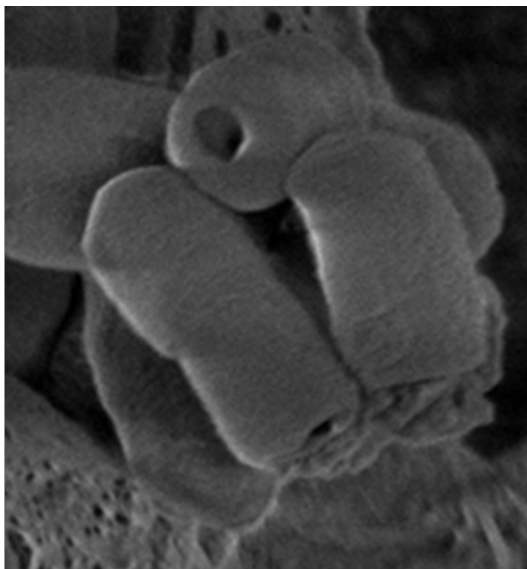

1 μm

Supplementary Figure S2. SEM observation of *B. subtilis* NBRC 16449 cells on soybean-mimicking solid medium blocks. Bars, 1 μm .

Supplementary Figure S3

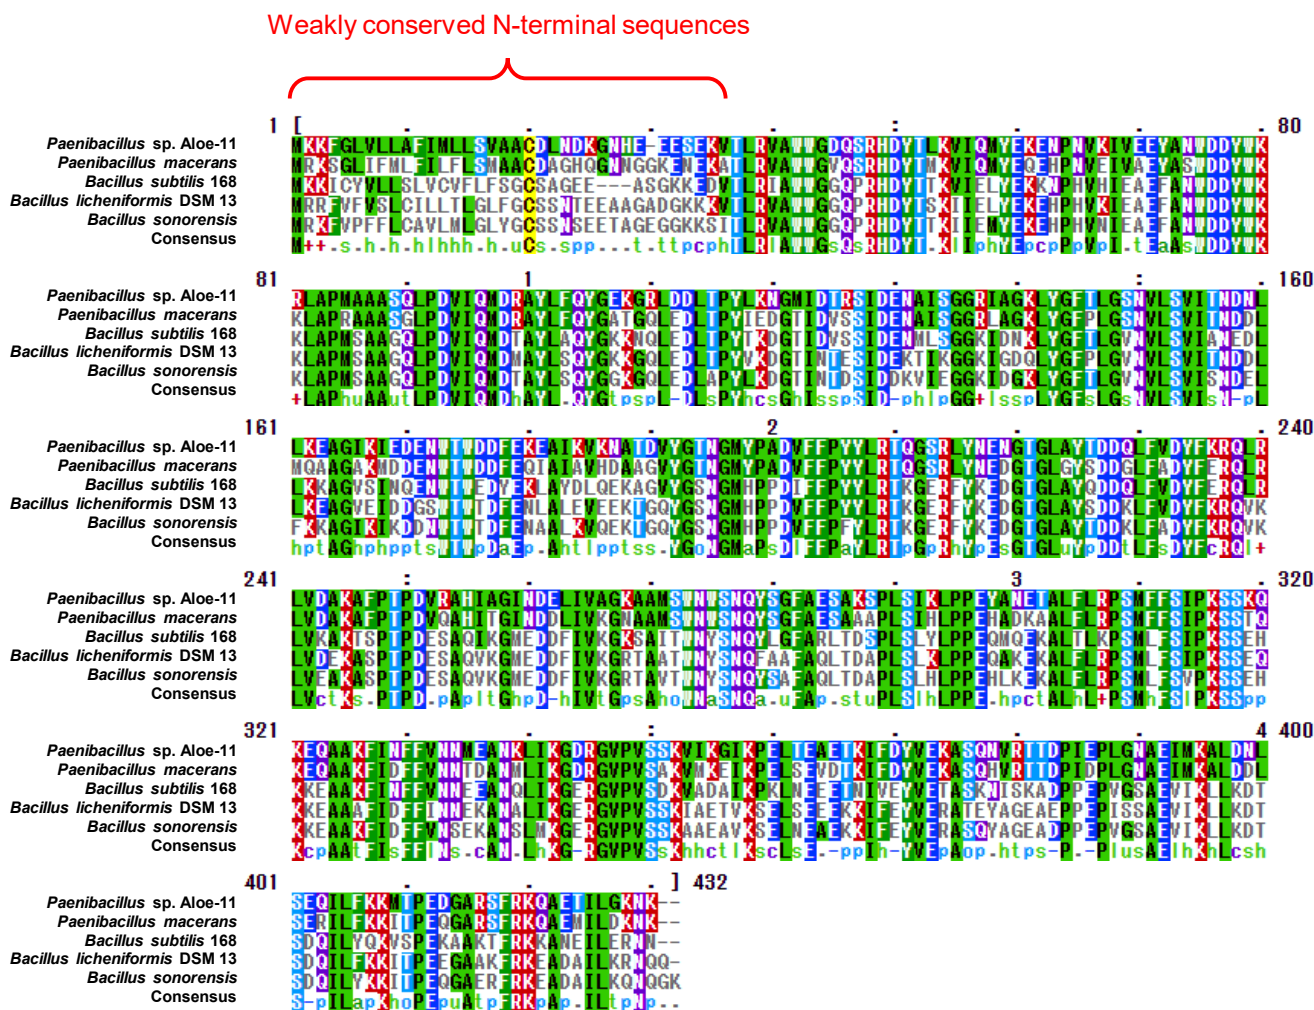

Supplementary Figure S3. Alignment of YesO orthologs. Amino acid sequences from *Bacillus subtilis* laboratory standard strain 168 and related species, *Bacillus sonorensis*, *Bacillus licheniformis* DSM 13, *Paenibacillus* sp. Aloe-11, and *Paenibacillus macerans*, were aligned using the Clustal Omega multiple sequence alignment program.

Supplementary Figure S4

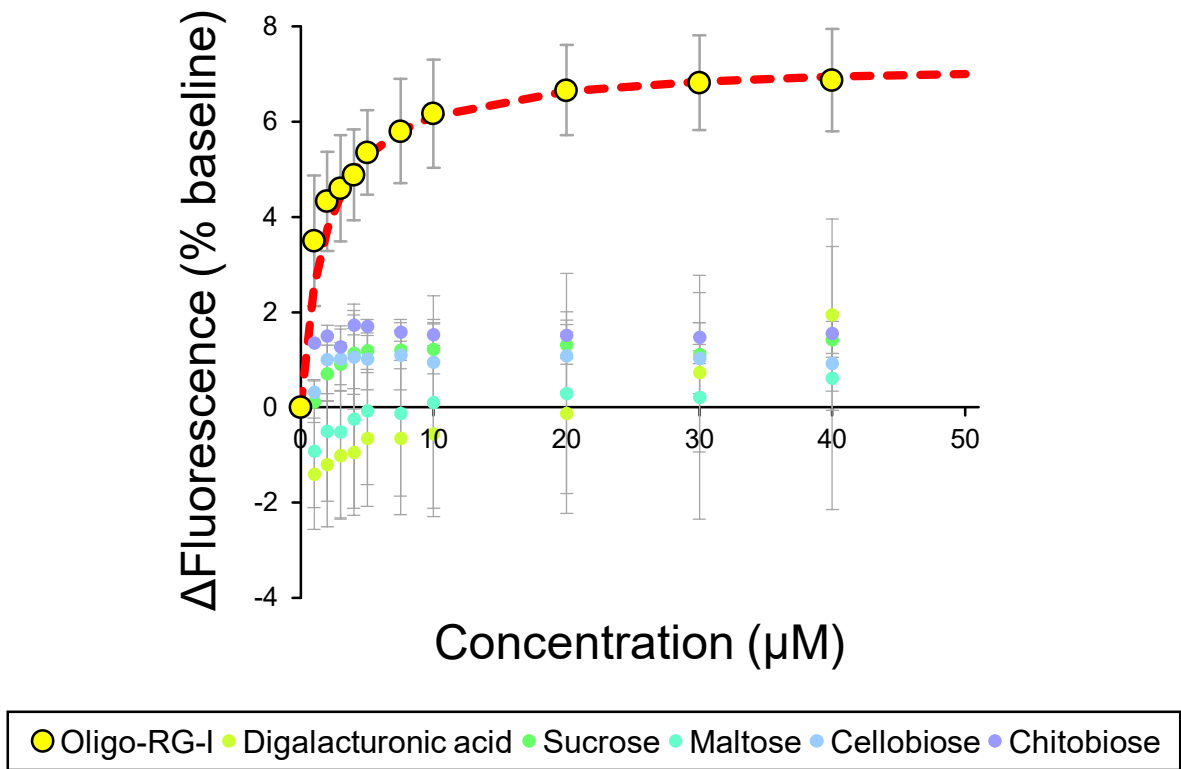

Supplementary Figure S4. Fluorescent spectrum analysis. Decreased fluorescent intensity (Δ fluorescence) by increasing ligand concentrations was plotted after modification based on volume change in the cuvette. Each data represents the mean $\pm$ SD from three independent experiments.

Supplementary Figure S5

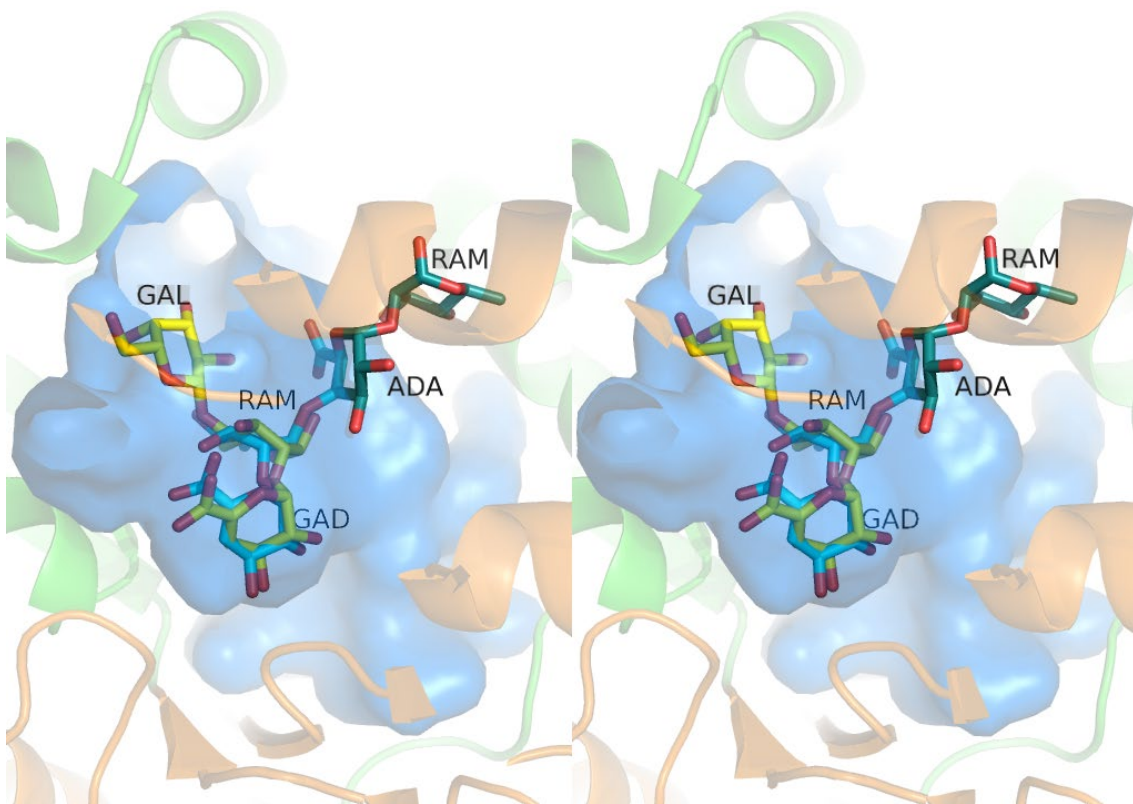

Supplementary Figure S5. The stereo diagram of the cavity of YesO/oligo-RG-I. The model contains cavity-bound RG-I trisaccharide (Δ GalUA-Rha-Gal; yellow) and pectin tetrasaccharide derived from PDB ID 5XQO (Δ GalUA-Rha-GalUA-Rha; cyan). GAD, unsaturated galacturonic acid; RAM, rhamnose; GAL, galactose; ADA, galacturonic acid. The cavity was calculated and drawn as blue surface by PyMOL (ver. 1.5). The Δ GalUA and Gal residues are located at the bottom and the entrance of the cavity, respectively. The Δ GalUA and Rha residues of tetrasaccharide are superimposed to the Δ GalUA and Rha residues of trisaccharide, suggesting that the two residues more strongly interact with the cavity than the Gal residue. The atoms of tetrasaccharide outside the cavity are colored dark cyan. Obviously, the whole fourth residue (Rha) and a part of the third residue (GalUA) of the tetrasaccharide are outside of the cavity, indicating that YesO may bind only disaccharide or trisaccharide derived from pectin digestion.

Supplementary Table S1

	YesO	YesO/oligo-RG-I
Space group	$P2_1$	$P2_1$
Unit cell parameters (Å, °)	a = 36.2, b = 108.6, c = 40.5<br>β = 101.6	a = 42.2, b = 78.6, c = 54.1<br>β = 102.0
Data collection		
Length (Å)	1.00	1.00
Resolution limit (Å)	50.0-1.97 (2.00-1.97)	50.0-1.58 (1.61-1.58)
Total reflections	92,100 (4,599)	223,681 (9,107)
Unique reflections	21,509 (1,095)	46,402 (2,118)
Redundancy	4.3 (4.2)	4.8 (4.3)
Completeness (%)	99.2 (99.5)	98.5 (90.4)
I/ σ (I)	17.8 (4.52)	43.0 (6.41)
R_{merge} (%)	12.6 (34.1)	4.4 (24.4)
Refinement		
Model (residue/water/sugar)	379/116/0	396/126/3
Resolution limit (Å)	37.3-1.97 (2.06-1.97)	43.9-1.58 (1.62-1.58)
Used reflections	21,481 (2,556)	46,573 (2,823)
Completeness (%)	98.6 (94.0)	98.7 (96.0)
R-factor (%)	19.9 (19.9)	18.0 (20.3)
R_{free} (%)	25.8 (27.3)	20.4 (22.8)
Root-mean-square deviation		
Bond (Å)	0.007	0.006
Angle (°)	0.970	0.851
Ramachandran plot (%)		
Preferred regions	94.3	98.7
Allowed regions	5.7	1.3
Outliers regions	0.0	0.0

Supplementary Table S1. Data collection and refinement statistics. Data of the highest shells are given in parentheses.

How the deposited data were processed for this re-analysis (not part of the article)

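RNA of *B. subtilis* was measured by RNA-Seq in 3 libraries, 1 per condition: steamed soybean, solid LB and liquid LB. The authors trimmed reads with Trimmomatic and aligned them with Bowtie to the BEST195 genome; the submitters' processing notes give Bowtie version 0.11.2. The authors deposited read counts per annotated feature, RPKM computed over the length of the coordinates of each entry, and log2 values that have the form of quantile-normalized log2(RPKM + 1). The deposited fold changes of the authors are signed scores that follow from the differences of those log2 values. Each feature of the table has at least 1 read in every library, and 324 feature numbers are absent from it.
Normalization used TMM factors from edgeR version 4.0.16 over the 3 libraries in R version 4.3.3, with a prior of 1 count, a minimum of 10 counts in at least 1 of the compared libraries and the paper's 10-fold threshold. With 1 library per condition, no test between conditions can be made. The exact Clopper-Pearson interval has a level of 95%. On counts simulated for the soybean and solid LB comparison over 4271 genes, 100 of 100 genes changed 20-fold passed 10-fold, 0 of 100 changed 4-fold did, and 0 of 4071 unchanged genes did. The simulated counts held counting noise only, and the changed genes were picked among those with at least 100 expected reads. Variation between cultures was not simulated, so these numbers give no error rate for the measured differences. The median gene had 537 reads in the soybean library, 470 in the solid LB library and 413 in the liquid LB library. The 10 most counted genes took 12.4%, 12.0% and 13.5% of the reads.
Because labels and coordinates of the table describe different genes at most entries, gene names were taken from the coordinates. Entries were aligned to the genes of strain 168 by length and by spacing within 6 bp, and named at equal length in runs of neighbours. An entry left unnamed was named by a looser rule only when 1 end kept its spacing and the lengths were equal or differed by at most 20%. This goes beyond matching by locus tag, since no locus tag of the table is in the 168 table. In a simulated annotation with lost, added and restarted genes, 99.5% of names given by this looser rule were right. It was made from 168 genes with small shifts, and 2943 of its 3909 genes were named at equal length in runs, against 2136 of 4271 entries here. The simulated genes were thus closer to strain 168 than the entries are, so the 99.5% need not hold for them. A change to the looser rule was also judged on this simulation. Some genes are given under the current symbol of the 168 table, as *capB* for *pgsB*.
Of 855 members of 40 gene lists fixed before the data were examined, 699 were found by name; none of 6 genes of the histidine use list was. Named genes are those the paper or Fig. 3A names, the 12 largest and 12 smallest folds of soybean against solid LB and the 5 largest and 5 smallest of each other comparison among genes with a symbol and at least 100 counts, and up to 4 members of each list with the largest change. Alternatives were scaling by total counts, median-of-ratios size factors from DESeq2 version 1.42.0, other filters and priors, thinning to the shallowest library, leaving out entries labelled rRNA or tRNA, the authors' deposited fold changes, a stricter interval rule and liquid LB as reference. Naming by label was added after the data were seen. Labels and coordinates differ at most entries, and no entry was matched to a 168 rRNA or tRNA gene. Leaving out entries labelled rRNA or tRNA therefore does not test carry-over of these RNAs. Whether counting used strand is not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart.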

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

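All tests of explanations below were chosen after the results were seen, apart from the test of labelled ribosomal protein genes away from their clusters, whose bounds were set before its value was known.
The following signals lie in genes the paper does not discuss or in a library it does not report for RNA-Seq. With solid LB as the control, the median log2 fold on soybeans was above its level, at 7.38 for tryptophan and histidine synthesis (8.27 for its *his* and 2.08 for its *trp* genes, a split made after the values were seen), 5.19 for branched-chain amino acid synthesis, 3.26 for nitrogen limitation genes, 2.71 for the biofilm matrix. It was below the solid LB level, at -3.33 for flagella and chemotaxis, -5.39 for inositol use and -6.48 for glycerol use. *sacB* was 588-fold higher on soybeans than on solid LB. *acoA*, for acetoin use, was 186-fold higher in solid LB than in liquid LB.
Labels and coordinates name different genes at the entries of Fig. 3A. If the reads belonged to the labelled genes, they should follow the labelled length, but their Spearman correlation with it was -0.0151 across genes. A first look at entries labelled as ribosomal proteins, which growing cells express strongly, gave a median RPKM percentile of 90.0, the value that reading by label predicts, but 31 of these 60 entries lie within 5 kb of such genes by coordinates, and the other 29 had a median of 56.7, against the bound of 75 set beforehand. Differing gene lengths at the same gene are argued against by the 2339 labels that match runs of lengths elsewhere in the table. A candidate explanation is that labels of another annotation were joined by feature number, since the locus tag skipped as many places as the feature number at 89.5% of 172 skips; the step at which this happened was not tested.
Of the genes over 10-fold lower on soybeans than on solid LB, 38 were not over 2-fold lower than in liquid LB. After thinning 38 kept the pattern, and at least 35 kept it under the 2 other scalings. Both outcomes were nearly fixed beforehand. The read totals, from 12559280 to 14981152, and the TMM factors, from 0.917 to 1.06, differ too little to make a 10-fold difference. That all 38 were over 2-fold higher in the solid than in the liquid LB library follows from how they were chosen and decides nothing. The paper's RNA-Seq methods give the logarithmic phase for the soybean and solid LB cells and do not mention a liquid culture. The state of the single solid LB culture at harvest and the medium itself cannot be told apart with 1 library.
The lists of tryptophan and histidine, branched-chain amino acid, nitrogen and purine genes, 60 genes in all, had higher medians on soybeans than in both LB libraries. The smallest list median over 3 scalings and both references was 1.93. With TMM factors from 0.917 to 1.06 the scalings differ little, so this outcome was nearly fixed beforehand. Counting noise is argued against by the 96.7% of members whose intervals lay above 1 against both LB libraries. Differences between single cultures unrelated to the soybean remain open with 1 library per medium: between the LB libraries the list median farthest from 0 was -2.12. A response to the nutrients of the soybean is a hypothesis that was not tested.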

How the results depend on the processing

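With 1 library per condition, no replicate could be left out. No paired analysis was possible because the results come from no test. Counts of genes past 10-fold stayed within 1.5 times their value in 77 of 78 alternatives; the exception was solid against liquid LB, where 18 genes in place of 28 were lower when the whole 95% interval had to lie past 10-fold, which only removes genes. Of the 78, 8 left out entries labelled rRNA or tRNA, which tests no such RNA. Single values were judged by another bound, their counting interval. With scaling by total counts 91 of 203 gene folds and 32 of 39 list medians moved beyond it. That scaling shifts all folds by nearly 1 factor, as from 2.14 to 1.85 for *yezE*, so these numbers reflect how narrow the intervals are. With the authors' deposited fold changes 91 of 203 and 22 of 39 moved. Summed over alternatives, 226 fold values and 101 median values moved, each gene or list counted once per alternative. These include 17 folds read by label, and 10 folds and 29 medians against liquid LB. For soybean against solid LB the count of higher genes ranged from 93 to 120 and that of lower genes from 80 to 121. With liquid LB as reference, the log2 fold of *yesO* was -0.38, and the list medians of rhamnogalacturonan type I genes and of acetoin and TCA genes turned from negative to 0.17 and 1.15; the cause was not tested. In all, 8 of 39 list medians had another sign against liquid LB, 6 of them from within 2-fold against solid LB; apart from the 2 lists named, 29 medians moved by more than their counting interval and 8 did not. Naming by label, chosen after seeing the data, gave 22 genes of Fig. 3A over 10-fold in place of 0, by reading other entries of the table. The log2 folds were 3.96 for *yesO*, 3.97 for *yesP*, 3.97 for *yesQ*, 3.88 for *yesR* and 7.49 for *yurJ*. It turned *rbsA* and *fbaB*, both over 10-fold lower by coordinates, to 9.20 and 4.05. Other genes changed sign as well, such as *yesL* to 4.22 and *yesM* to 4.08. The genes *yesO*, *yesP*, *yesQ* and *yesR* have no value under the minimum of 100 counts. At this depth, changes of these 4 genes that lie within their counting intervals were not detectable.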

Differences from the paper's values

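Fig. 3A gives folds on soybeans against solid LB for 22 genes. Of these, 19 were located by coordinates or, for *yezE*, by the length of its label, and for each the paper's value differs from the one computed here. The paper's fold of *yesO* is about 14 in Fig. 3A, read by eye, and 0.365 here; that of *yesP* is about 14 and 0.797 here; that of *yesQ* about 14 and 0.646 here; that of *yesR* about 13 and 1.03 here. *yurJ* is about 130 in the paper's Fig. 3A, read by eye, and 1.17 here, and *yurI* about 150 and 2.27 here. *yezE* is about 11 in Fig. 3A, read by eye, and 2.14 here, *cotJB* about 13 and 1.88, *cotJC* about 19 and 0.931, *yesJ* about 23 and 1.11, *yesL* about 16 and 0.209, and *yesM* about 15 and 0.302. *rbsA* is about 640 in Fig. 3A, read by eye, and 0.0942 here, *rbsD* about 110 and 0.191, *yxeA* about 10 and 0.941, *yxdM* about 13 and 1.53, *yxdK* about 11 and 0.643, *yxdJ* about 11 and 0.498, and *fbaB* about 15 and 0.0259. Of 164 values of soybean against solid LB under the alternatives set before the data were examined, 0 did not differ from the paper's; 18 further values against liquid LB also differed, but compare other groups than the paper's. Reading each entry by its label, chosen after seeing the values, reaches them and drops 0 of the paper's 22 items: the authors' deposited table gives folds within 5% of Fig. 3A at 22 of 22 labelled entries.
The paper states that *yesOPQR* and *yurJ* were upregulated on soybeans; by coordinates none of these 5 genes was over 2-fold higher. Fig. 3A names *rbsA* and *rbsD* for entries whose labels describe the 2 products in the opposite order.
The paper's counts of 93 and 107 genes past 10-fold among 4271 are matched by the authors' deposited fold changes, and 112 and 104 were found here, within 1.5 times.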

Other observations

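Against liquid LB, a comparison the paper does not report, 181 genes were over 10-fold higher on soybeans and 38 lower. The subtilisin gene *aprE* had 29305 reads on soybeans, 7664 on solid LB and 115 in liquid LB. All 19 measured matrix genes were over 10-fold higher on soybeans than in liquid LB. Of 11 measured genes of poly-gamma-glutamate, the *natto* mucilage, and its regulators, 4 were over 2-fold higher on soybeans than on solid LB, 6 were within 2-fold and 1 was over 2-fold lower. Among them *capB* was 11.4-fold and *capC* 11.8-fold higher, and *pgdS*, which encodes a hydrolase of this polymer, was 25.8-fold lower. By the authors' deposited fold changes against liquid LB, *pgdS* was only 1.55-fold lower on soybeans, while *capB* and *capC* were 11.6-fold and 10.6-fold higher. The copper exporter gene *copA* had 64570 reads in liquid LB, 1099 on solid LB and 1546 on soybeans, and the trehalose transporter gene *treP* had 19610 in liquid LB, 712 on solid LB and 190 on soybeans.
Over 10-fold higher on soybeans than in both LB libraries were 70 genes, and 18 were lower. These comparisons share the soybean library, and lists drawn independently would share 4.97 and 0.969 genes. Simulated counting noise without any effect gave 0 and 0, but such noise almost never reaches 10-fold, so it sets no expectation here. Part of the excess over independent lists may come from the shared library, whose variation between cultures was not measured. Under scaling by total counts the overlaps were 63 and 21.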
